A study of Homo sapiens with 9 samples.

How the data were processed

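Small RNA libraries came from 2 human cell lines after transfection with siRNAs against ERH, a small nuclear protein encoded by the gene ERH, or with control siRNAs. HEK293E is a derivative of the embryonic kidney line HEK293, and K562 is a leukaemia line with erythroid features. Per the labels, RNA fragments in the size range of mature miRNAs were gel-purified from total RNA, after synthetic spike-in RNAs had been added, and ligated to adapters that carry random nucleotides. Each of the 9 libraries has its own column. Libraries were grouped by the cell line, siRNA and replicate number in their titles.

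The authors deposited a table of raw counts per miRNA hairpin, whole numbers for 1485 hairpins with blank cells where nothing was counted. Blank cells were read as 0. The authors also deposited a table of RPM values. Recomputation from the counts showed that RPM was the count plus 1, divided by the library total plus 1485 and given per 1e+06, with no cell off by more than a relative 1.1e-09. The aligner, the counter, the miRNA annotation and the genome build are not stated in the labels or the files. Rows are hairpins, although the design fixed before the data were examined assumed mature miRNAs, so each planned comparison of a mature miRNA was made with its hairpin. The 5p and 3p arms of a hairpin were therefore not separated here. Spike-in RNAs were not used here, and the planned comparison of total miRNA counts with spike-in counts was not run, so every change below is relative to the other hairpins and a change in the total amount of miRNA was not measured.

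Near-identical copies of a hairpin held nearly equal counts. Of the 71 sets of copies with a mean of at least 10 counts per library, 63 had a lowest-to-highest ratio of total counts of at least 0.8, with a median of 0.982. The treatment of reads that fit several copies is not stated. The totals leave open whether such reads were counted at each copy or spread over the copies. In either case values of such copies are not independent.

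Counts were analysed with edgeR 4.0.16 in R 4.3.3. Hairpins with a mean of at least 10 counts over the libraries compared were kept, libraries were scaled by TMM, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was used, at an adjusted p-value under 0.05. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. CPM values are counts scaled to 1e+06 per TMM-scaled library. The comparisons fitted without a block were siERH against control in HEK293E (3 libraries against 4), siERH-3 against control (2 against 4), and siControl against siGFP (2 against 2). The test was tested on simulated data with the means, library sizes and dispersions of 773 hairpins. It called 137 of 200 hairpins changed 2-fold (68.5%), none of them with the wrong sign, with 5 unchanged hairpins called, and it called 0 of 773 when nothing changed. The simulated counts were drawn independently, without deviations shared by replicates, reads shared by copies or a GC trend. These rates may therefore not hold for the real libraries.

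The pairing of libraries across siRNAs comes from the replicate numbers in the titles, which match the experimental groups in the labels, and each of these fits was repeated with the replicate number as a block. siERH-5 has 1 library in HEK293E and each K562 group has 1 library, so these have no replicate check and no p-value. Their log2 ratios used TMM CPM plus a pseudocount of 1. Lists were compared with 10000 random lists of the same size matched on mean counts. For values without a test or replicates, an alternative was taken to differ when it left the 95% bootstrap interval over hairpins (2000 draws).

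The ratio of 2 neighbouring hairpins was computed within each library from the raw counts and compared by a two-sided exact permutation test, over 35 splits of 7 libraries. Shares in single libraries have 95% Wilson intervals. Whether reads were collapsed by molecule is not stated, so intervals and floors cover counting error only. The floor of 3 counts corresponds to 0.904 to 1.15 RPM across the libraries.

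Coordinates are those of GENCODE release 29 (GRCh38), matched by gene name for 1480 of the 1485 hairpins. Hairpins on 1 strand within 10 kb of each other formed a cluster, hairpins with copies of both kinds were left out, and cluster means were compared with solitary hairpins by a two-sided permutation test with 100000 resamples. Counts of clusters by their calls, spreads within clusters and pairs of neighbours used 1 copy per hairpin name, the one with the highest total, and the counts of clusters and pairs were repeated with all copies after the data were seen. Folding energies of the annotated hairpins were computed with RNAfold 2.7.2. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The permutation, list and GC steps were tested on simulated data with planted and absent effects. A GC trend planted in 772 hairpins gave 204 calls, and 0 after its removal.

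Hairpins named in the text follow a rule set before the data were examined: the 5 largest decreases and the 5 largest increases among those past the threshold in the HEK293E siERH comparison, with all 3 siERH libraries on the same side of all 4 control libraries and a mean of at least 10 CPM, and a fixed list of the hairpins of miR-15a, miR-16, miR-144 and miR-451a. Other names were chosen after their values were seen and are marked as such. Alternatives fixed in advance were DESeq2 1.42.0, other scalings, other filters, the replicate block, limma 3.58.1 on the RPM values, other control sets, other pseudocounts, other cluster distances and leaving out each library. Collapsing copies to 1 per name, the second hairpin of miR-16 as partner, the replicate block and leaving out each library for the HEK293E ratio of hsa-mir-451a to hsa-mir-144, and removal of a trend on hairpin GC content (lowess per library, span 0.5) were added after the data were seen.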

Results

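Small RNAs were profiled in 9 libraries. HEK293E cells received siGFP, siControl or siERH-3 in replicates 1 and 2, and siERH-5 in replicate 2. K562 cells received siGFP or siERH-5 in a single library each. The libraries held between 2609929 and 3320017 hairpin counts. In HEK293E, 1208 to 1263 of the 1485 hairpins had at least 1 count in the 4 control libraries, and 1288 to 1297 in the 3 siERH libraries. In K562, 1061 hairpins were detected with siGFP and 1163 with siERH-5. Total counts of the HEK293E arms overlapped (exact permutation test over 35 splits, two-sided p = 0.4). ERH mRNA was not measured by small RNA sequencing, so knockdown of the target could not be checked in these libraries.

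The first comparison asked which miRNAs differ in abundance when ERH is targeted. Across 773 hairpins, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 125 lower and 184 higher hairpins in the 3 siERH libraries against the 4 control libraries. Of these, 50 were lower and 127 higher by at least 2-fold. The 3 siERH libraries lay entirely outside the range of the 4 control libraries for 345 hairpins (44.6%), against 5.71% by chance. With the replicate number as a block, 159 were lower and 217 higher, including all 125 and 184 of the unblocked comparison. Libraries with the same replicate number deviated together: across hairpins, the deviations of replicates correlated with a mean r of 0.564 between the 3 siRNAs with 2 replicates. Within replicate 2, where both arms have 2 libraries, 99 were lower and 182 higher, and 71 and 148 of them were shared with the comparison of all libraries. Each siRNA has 1 library there, so this test measures only the spread between siRNAs within a single replicate. The sharing is partly built in, because the replicate 2 libraries enter both comparisons. Replicate 1 holds 1 siERH library and could not be tested alone. The split between directions depended on the scaling. With library totals in place of TMM, 67 were lower and 212 higher, and the lower share of calls went from 40.5% to 24.0%, while the median log2 fold change of all hairpins moved by 0.20. With a trend on hairpin GC content removed, 150 were lower and 122 higher, a lower share of 55.1%.

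**Figure D1:**
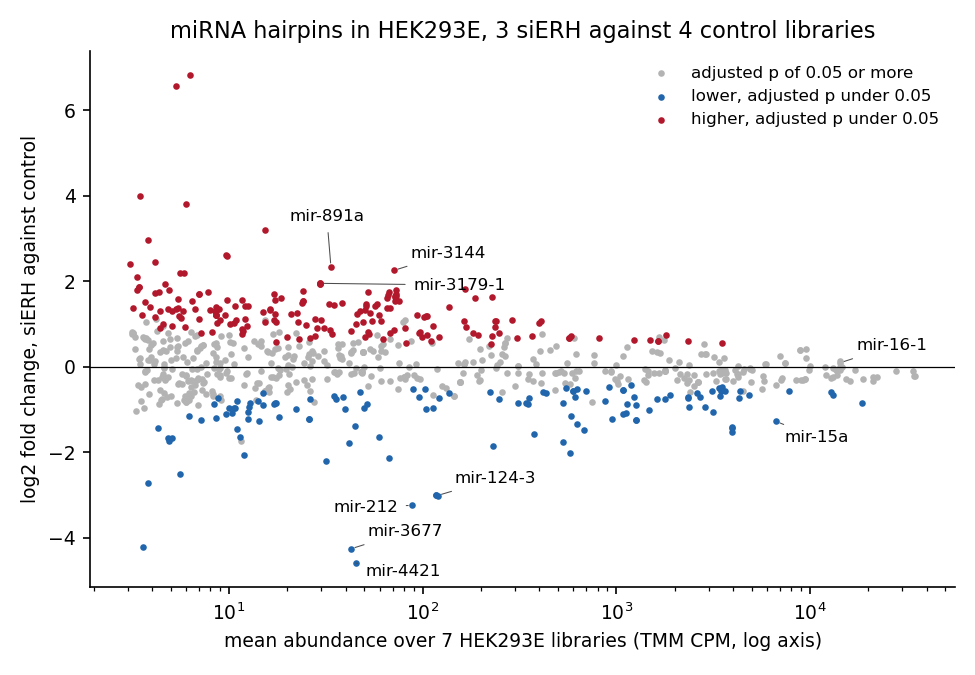
Each point is a miRNA hairpin, with its mean abundance over the 7 HEK293E libraries on a log axis (TMM CPM) and its log2 fold change between 3 siERH and 4 control libraries; 125 hairpins were lower (blue) and 184 higher (red) at an adjusted p-value under 0.05. The uppermost pair of points, hsa-mir-198 and hsa-mir-544a, had at most 1 count in any control library, so their height is not a measured fold change.

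The background was set by comparing the control siRNAs with each other. Between siControl and siGFP, 0 of 730 hairpins passed the threshold, and 24 had an unadjusted p-value under 0.05. With the replicate number as a block, however, 61 were lower and 72 higher in siControl, 13 and 7 of them by at least 2-fold. The blocked comparisons of siERH with control therefore stand against a background of 133 hairpins between control siRNAs with 2 libraries each. siERH-3 alone against control gave 87 lower and 145 higher of 759 hairpins, and 142 and 200 with the replicate block.

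The largest decrease was that of hsa-mir-4421 (MIR4421, chromosome 1, 51059837 to 51059905, intergenic on its strand). It had 76.5 ± 17.6 CPM (SD, n = 4) in control and 3.13 ± 0.806 CPM (SD, n = 3) in siERH libraries, a log2 fold change of -4.59 ± 0.31 (SE; edgeR adjusted p = 5.53e-06). hsa-mir-3677 (MIR3677, chromosome 16, 2270713 to 2270772, in an intron of the lincRNA AC009065.4) changed by -4.26 ± 0.30 (SE; edgeR adjusted p = 5.53e-06), from 71.9 ± 9.99 to 3.71 ± 1.36 CPM. hsa-mir-212 (MIR212, chromosome 17, 2050271 to 2050380, intergenic on its strand) changed by -3.24 ± 0.38 (SE; edgeR adjusted p = 0.000113), from 143.5 ± 59.8 to 15.1 ± 4.62 CPM. hsa-mir-124-3 (chromosome 20, 63178500 to 63178586, intergenic on its strand) changed by -3.01 ± 0.22 and hsa-mir-124-1 (chromosome 8, 9903388 to 9903472, overlapping an exon of LINC00599) by -2.99 ± 0.22. These are copies with nearly the same counts, as is hsa-mir-124-2, so the table does not show which locus changed. With the replicate block, the changes of hsa-mir-4421, hsa-mir-3677 and hsa-mir-212 were -4.50, -4.21 and -3.30.

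Among the increases, hsa-mir-891a (MIR891A, chromosome X, 146027794 to 146027872, intergenic on its strand) had 12.4 ± 7.02 CPM (SD, n = 4) in control and 62.0 ± 27.7 CPM (SD, n = 3) in siERH libraries, a log2 fold change of 2.33 ± 0.42 (SE; edgeR adjusted p = 0.00171). Its control libraries also differed by siRNA, by -1.46 between siControl and siGFP (edgeR adjusted p = 0.698 without the block). In both replicates siControl was lower, at 7.02 and 6.08 CPM against 15.7 and 20.7 CPM with siGFP. The siERH change of hsa-mir-891a was 1.76 against siGFP alone and 3.20 against siControl alone. hsa-mir-3144 (MIR3144, chromosome 6, 120015179 to 120015257, intergenic on its strand) changed by 2.25 ± 0.21 (SE; edgeR adjusted p = 4.08e-05), from 27.3 ± 4.46 to 130 ± 21.1 CPM. The remaining 3 were hsa-mir-3179-1, hsa-mir-3179-2 and hsa-mir-3179-3, copies on chromosome 16 that start at 14901508, 16300159 and 18411894 and share their counts, with 13.2 ± 1.61 CPM in control and 51.1 ± 9.09 CPM in siERH libraries for hsa-mir-3179-1. Its log2 fold change was 1.95 ± 0.21 (SE; edgeR adjusted p = 8.02e-05). With the replicate block, hsa-mir-891a changed by 2.23, hsa-mir-3144 by 2.21 and hsa-mir-3179-1 by 1.97.

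siERH-5 in HEK293E has no replicate check. Its log2 ratios to the replicate 2 controls were compared with those of siERH-3 replicate 1 to the replicate 1 controls, so that no library was shared. Across 773 hairpins, which are not independent replicates, Pearson's r was 0.789 and Spearman's rho 0.755. With both siRNAs taken from replicate 2 and siERH-3 set against siGFP, r was 0.709. Of the 87 hairpins lower with siERH-3, 98.9% were also below the controls with siERH-5, and of the 145 higher, 99.3% were above. These hairpins were called with the replicate 2 controls included, which siERH-5 shares. Part of this agreement is therefore built in, and the share to be had without an siERH effect was not computed.

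In K562, the same siRNA was compared with siGFP in 1 library each, and 646 hairpins had a mean of at least 10 counts. Of these, 44 had a siERH-5 to siGFP ratio at least 2-fold lower and 65 at least 2-fold higher. The 99 measured hairpins that were lower in HEK293E had a median log2 ratio of -0.26, and the 123 that were higher had 0.70, while the median of all 646 was 0.11. None of 10000 matched random lists had a median as low as the first or as high as the second. In all, 64 of the 99 were below 0 and 117 of the 123 above 0. Across the 556 hairpins measured in both cell lines, the K562 log2 ratio correlated with the HEK293E log2 fold change with a Pearson's r of 0.615 and a Spearman's rho of 0.561. The random lists were not matched on GC content, and no GC trend was removed in K562. Changes fell with hairpin GC content in both cell lines (Spearman's rho -0.36 in HEK293E and -0.25 in K562). How much of the agreement between cell lines goes with GC content was therefore not determined. On library totals alone, the median of all hairpins moved to 0.37 and those of the lists to 0.01 and 0.98. There 49 of the 99 were below 0 and 120 of the 123 above 0.

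**Figure D2:**
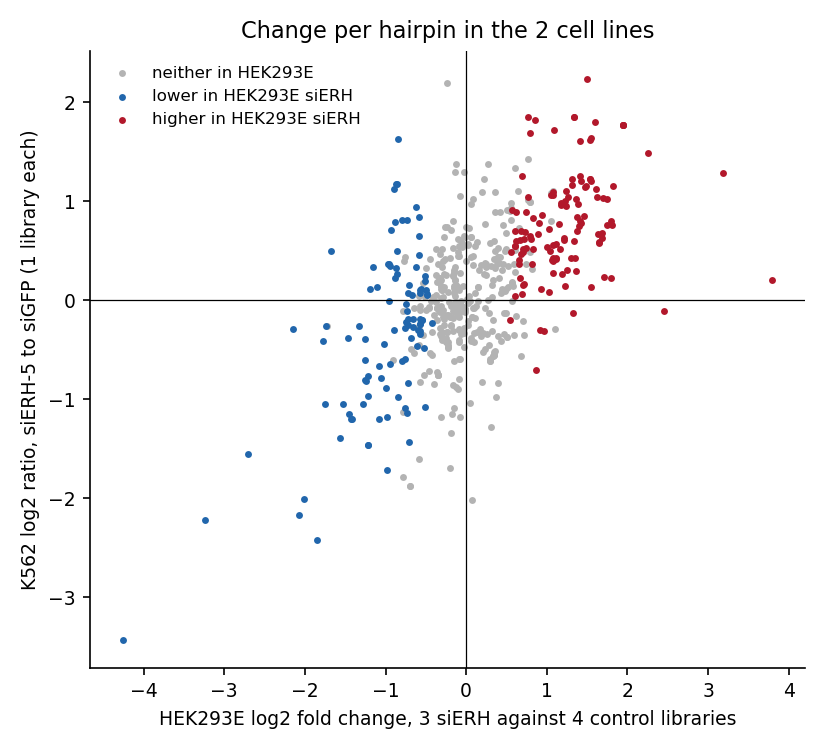
Each point is 1 of 556 hairpins measured in both cell lines, with its HEK293E log2 fold change (3 siERH against 4 control libraries) on the horizontal axis and its K562 log2 ratio of siERH-5 to siGFP (1 library each) on the vertical axis. Of the hairpins higher in HEK293E (red), 117 of 123 lie above 0 in K562, and of those lower (blue), 64 of 99 lie below 0. On library totals in place of TMM these were 120 and 49.

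Ratios of hairpins within 1 primary transcript do not depend on the scaling of libraries. The hairpins hsa-mir-15a (MIR15A, chromosome 13, 50049119 to 50049201, overlapping an exon of DLEU2) and hsa-mir-16-1 (MIR16-1, chromosome 13, 50048973 to 50049061, in an intron of DLEU2) lie next to each other. The mean log2 ratio of hsa-mir-15a to hsa-mir-16-1 was -0.62 ± 0.14 (SD, n = 4) in control and -2.01 ± 0.02 (SD, n = 3) in siERH libraries, a difference of -1.40 or 2.63-fold (exact permutation test, two-sided p = 0.0286, the smallest 35 splits allow). Centred on the replicate number as a block, the difference was -1.34 (exact permutation p = 0.0556, the smallest 18 splits allow). It was -1.51 within replicate 1 and -1.29 within replicate 2. Reads of hsa-mir-16-1 are shared with hsa-mir-16-2 on chromosome 3, which limits the ratio. With hsa-mir-16-2 as partner it changed by -1.44. The lowest-to-highest ratio of total counts of these 2 copies is 0.995, so this is no separate check. Taken singly, hsa-mir-15a changed by -1.28 ± 0.20 (SE; edgeR adjusted p = 0.000768), from 8921 ± 2036 to 3677 ± 265 CPM, and by -1.32 with the block. hsa-mir-16-1 changed by 0.09 ± 0.23 (SE; edgeR adjusted p = 0.77), and by 0.06 with the block. In K562, the share of hsa-mir-15a in the pair was 28.3% (95% Wilson interval 27.9% to 28.7%) with siGFP and 19.4% (19.0% to 19.7%) with siERH-5, a log2 ratio change of -0.72.

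The hairpins hsa-mir-144 (MIR144, chromosome 17, 28861533 to 28861618) and hsa-mir-451a (MIR451A, chromosome 17, 28861369 to 28861440) both overlap exons of the lincRNA AC024267.1. In K562, hsa-mir-451a had 60425 counts with siGFP and 41320 with siERH-5, and hsa-mir-144 had 20669 and 35249. The share of hsa-mir-451a in the pair was 74.5% (95% Wilson interval 74.2% to 74.8%) and 54.0% (53.6% to 54.3%), a log2 ratio change of -1.32. This compares 2 libraries, not the conditions. In HEK293E, where the hairpins had between 49 and 105 counts per library, the log2 ratio was 0.40 ± 0.25 (SD, n = 4) in control and 0.14 ± 0.49 (SD, n = 3) in siERH libraries, a difference of -0.26 (exact permutation test, two-sided p = 0.429). The ratio also differed between replicates. Centred on the replicate number as a block, the difference was -0.16 (exact permutation p = 0.278, where 18 splits allow no value under 0.0556). It was 0.11 within replicate 1, with 1 siERH library, and -0.34 within replicate 2, where both siERH libraries were below both controls. Neither hairpin passed the threshold in HEK293E without a GC correction, with or without the block: hsa-mir-144 changed by -0.04 ± 0.23 (SE; edgeR adjusted p = 0.885) and hsa-mir-451a by -0.32 ± 0.24 (SE; edgeR adjusted p = 0.328), and by -0.09 and -0.25 with the block. With the GC trend removed, hsa-mir-451a did, at -0.75 (edgeR adjusted p = 0.0459, range over alternatives 0.0231 to 0.743). Of the 4 hairpins of the fixed list, 1 passed the threshold whether the adjustment ran over the list alone or over all hairpins.

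**Figure D3:**
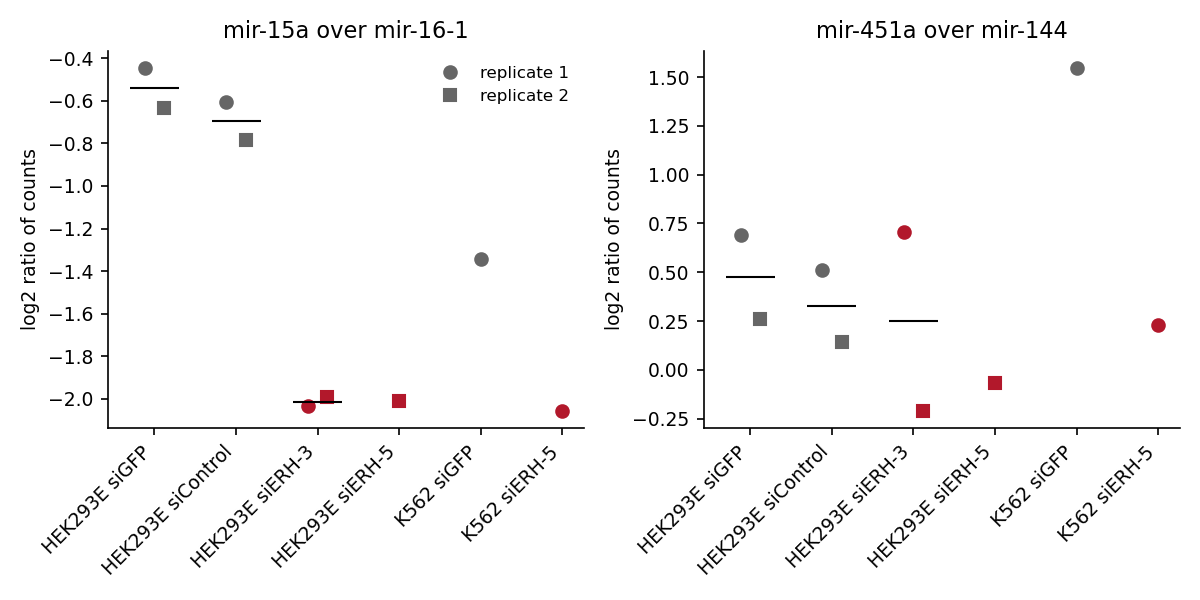
Each point is 1 library, with the log2 ratio of raw counts of hsa-mir-15a to hsa-mir-16-1 (left) and of hsa-mir-451a to hsa-mir-144 (right), siERH libraries in red, control libraries in grey, and a line at the mean of groups with 2 replicates. On the left, the 3 HEK293E siERH libraries lie between -2.04 and -1.99 and the 4 control libraries between -0.78 and -0.44.

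Clustered miRNA hairpins were compared with solitary ones, with each cluster as 1 unit. The mean log2 fold change was -0.23 ± 0.97 (SD, n = 74) over clusters and 0.21 ± 0.91 (SD, n = 571) over solitary hairpins, a difference of -0.45 (permutation test with 100000 resamples, two-sided p = 0.00015). With the replicate block the difference was -0.46 (permutation p = 8.0e-05). Among hairpins with a mean of at least 100 CPM, it was -0.19 (permutation p = 0.093). With 1 copy kept per hairpin name, the one with the highest total, 26 clusters had at least 2 members of at least 100 CPM, and 12 of these had a lower member. All members were lower in 4 of the 12, and 8 also had a member that was not lower. Not lower means here without a lower call, and such a member can still lie below 0. An example, named after its values were seen, is hsa-mir-191 at -0.36 (edgeR adjusted p = 0.055). Among the 8, 1 held a member called higher. These counts do not test whether members of a cluster differ from each other. With the calls of the replicate block, 16 had a lower member, all members were lower in 7, and 9 also had a member that was not lower. With all copies kept, which share reads and bring in the cluster of hsa-mir-15a and hsa-mir-16-1, 16 of 33 clusters had a lower member, 12 of them with a member that was not lower (20 and 12 with the block).

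**Figure D4:**
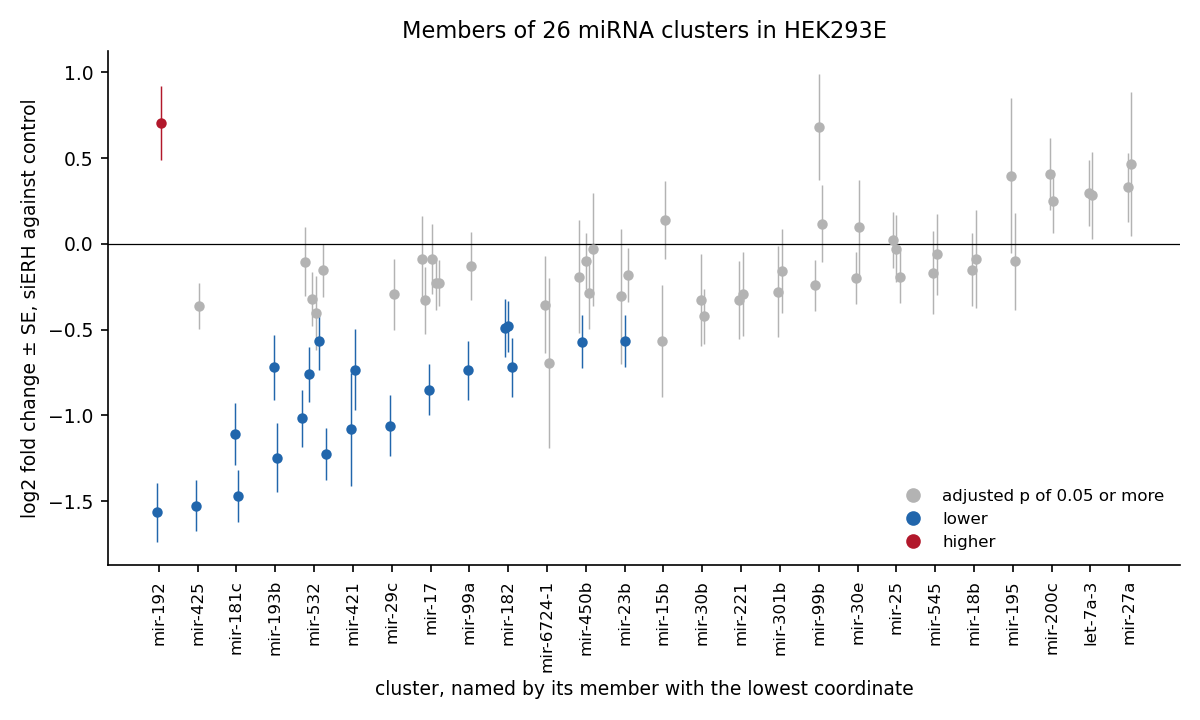
Each column is 1 of 26 clusters in HEK293E with 1 copy kept per hairpin name, named by its member with the lowest coordinate, and each point is a member with its log2 fold change ± SE between 3 siERH and 4 control libraries, coloured by its call at an adjusted p-value under 0.05 without a block. In 8 of the 12 clusters with a lower member (blue), at least 1 other member was not called lower, although it can still lie below 0.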

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

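The tests in this part were chosen after the values were seen. Outliers were sought in 32 sets of 4 control values, and 2 sets held one, where chance alone gives about 1 in 20. hsa-mir-181a-1 was named after its values were seen. On TMM-scaled values it was below all 4 control libraries in all 3 HEK293E siERH libraries (log2 fold change -0.31, edgeR adjusted p = 0.123; 7608 to 8873 against 9016 to 11614 CPM), but higher in the K562 siERH-5 library (log2 ratio 0.14). The difference between cell lines was not tested, and K562 has 1 library per arm. On library totals alone the HEK293E siERH mean was still lower, 8770 ± 846 (SD, n = 3) against 9569 ± 1618 (SD, n = 4) counts scaled to 1e+06. These means mix the replicates unequally, so they cannot tell whether the scaling sets the direction. Within replicate 2, the siERH libraries had 8033 and 8582 on library totals and the controls 8196 and 8141. With TMM these were 7608 and 7906 against 9016 and 9487 CPM. On library totals 1 of the 3 siERH libraries was below all 4 controls, a ranking that mixes replicates. Compared within replicates, 2 of 3 were below both controls, and siERH-5 was above both. The separation of all libraries thus cannot be told apart from an effect of the scaling. The counts of hsa-mir-181a-2 are 0.984 times those of hsa-mir-181a-1, so a change of either copy cannot be told apart from reads they share. No biological explanation was tested.

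hsa-mir-198 and hsa-mir-544a each had 1 control library apart from the other 3, at 0.38 and 0.421 CPM. For both this is a count of 1, against 0 in the other 3 control libraries, as counting noise of a single read gives. No biological explanation was tested.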

How the results depend on the processing

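Each result was recomputed with 1 choice changed at a time, except for the replicate block with the GC trend removed. Collapsing copies, hsa-mir-16-2 as partner, removal of the GC trend and the alternatives for the HEK293E ratio of hsa-mir-451a to hsa-mir-144 were chosen after the results were seen. No hairpin called in the HEK293E siERH comparison was called in the opposite direction under any of the alternatives run. The 10 hairpins named by size of change kept their direction and stayed past the threshold wherever they were tested, as did hsa-mir-15a, with adjusted p-values of at most 0.0150 across all alternatives.

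For siERH against control (125 lower, 184 higher), the lower count was 67 on library totals, 66 and 63 with limma on log2(RPM + 1) and log2(RPM + 10), and 45 with a mean of at least 100 CPM, where the higher count was 38 of 298 hairpins tested. The higher count with the GC trend removed was 122, and with both the replicate block and the GC trend removed 185 were lower and 170 higher. Across the 7 fits that each left out one library, 76 to 130 were lower and 136 to 189 higher. Library totals and limma on log2(RPM + 1) moved the median log2 fold change by 0.20 and 0.21, and the lower share of calls to 24.0% and 23.7% (22.3% for log2(RPM + 10), a shift of 0.15). DESeq2 gave 153 lower and 174 higher. The replicate 2 libraries alone moved the median by 0.13. The cause of these differences was not tested further.

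For siERH-3 against control (87 lower, 145 higher), the lower count was 48 on library totals, 47 and 48 with limma, 142 with the replicate block, and 30 with a mean of at least 100 CPM, with 27 higher. Library totals and limma moved the median by 0.18, 0.20 and 0.15, and the lower share of calls from 37.5% to 22.2%, 21.8% and 20.96%. Leaving out one control library each gave 51 to 102 lower and 97 to 152 higher. Leaving out an siERH-3 library, or any library of the siControl and siGFP comparison, leaves 1 library in an arm, so these comparisons were not run. For siControl against siGFP (0 and 0), DESeq2 and the comparison without a filter each called 2 lower and 2 higher, and the replicate block 61 and 72. Library totals moved its median by -0.13 and limma on log2(RPM + 1) by -0.11. The cause was not tested.

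The correlation of siERH-5 with siERH-3 was 0.709 with siERH-3 replicate 2 against siGFP and siERH-5 against siControl, and stayed within the bootstrap interval of 0.754 to 0.819 under the 5 others. In K562, the median of the hairpins lower in HEK293E was 0.0117 on library totals and 0.0118 on RPM + 1, where the median of all hairpins was 0.37 and 0.35. The median of the higher hairpins was 0.98 and 0.96 there, 0.54 with a pseudocount of 10 and 0.55 at 100 CPM, where the correlation with HEK293E was 0.534.

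The difference of the ratio of hsa-mir-15a to hsa-mir-16-1 lay between -1.45 and -1.34 across the fits without one library, and -1.34 with the replicate block. In designs of this size with a library left out or blocked, p cannot go below 0.05. In HEK293E the difference of the ratio of hsa-mir-451a to hsa-mir-144 was -0.16 with the block and from -0.54 to -0.0801 without one library. In K562 that ratio was unchanged on RPM, and the arms of hsa-mir-144 could not be compared. The difference between clusters and solitary hairpins was -0.19 at 100 CPM (permutation p = 0.093) and from -0.47 to -0.39 without one library.

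Neither hsa-mir-16-1 nor hsa-mir-144 passed the threshold in the main comparison, and their directions were not stable. hsa-mir-16-1 was -0.0074 without a filter, -0.10 against siControl alone, -0.13 in replicate 2, -0.37 with the GC trend removed and -0.40 with the block and the GC trend removed (adjusted p = 0.0318, range over alternatives 0.0318 to 0.985), and -0.0801 to 0.26 without one library. hsa-mir-144 was 0.14 on library totals, 0.11 and 0.0801 with limma, 0.14 in replicate 2, and -0.25 to 0.13 without one library. hsa-mir-451a passed the threshold with the GC trend removed (-0.75, adjusted p = 0.0459), and with the block as well (-0.65, adjusted p = 0.0231). The cause was not tested. At 49 to 105 counts per library, counting error limits what HEK293E shows for the pair of hsa-mir-144 and hsa-mir-451a. Spike-in scaling was not run.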

Other observations

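The tests on regrouped libraries, library size, shared reads and the GC content of higher hairpins were chosen after the results were seen, and so were those on folding given GC content, on lower hairpins against those neither lower nor higher, and on neighbouring pairs. The others were set before their values were computed.

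Of the 18 splits of the 7 HEK293E libraries with 1 replicate 1 and 2 replicate 2 libraries on the small side, 1 gave as many hairpins past the threshold as siERH against control, the real split itself (309 hairpins), and the highest count among the other splits was 0. With 18 splits the share cannot go under 0.05 whatever the libraries hold, so this test could not have told the count apart from a grouping by chance. Over all 35 splits, which include those with other replicate numbers, 1 gave as many, again the real one. At an unadjusted p under 0.05, the real split gave 371 hairpins. The 30 splits with both arms on the small side gave at most 93, and those among the 18 at most 23. These splits place siERH libraries on both sides. A difference between the arms then adds to the spread within each side and can hold the counts down, so they are no fair background. The 4 splits with controls alone on the small side keep the siERH libraries together and are no background either.

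Several technical explanations of the 125 lower hairpins were tested. With copies collapsed, 100 of 112 were still lower. The kept copy still holds shared reads, so this shows only that repeated rows did not make most of the calls. Whether shared reads carry a change from another copy cannot be told from it. With a GC trend removed from each library, 107 of 125 were still lower. The choice of scaling weighed most among these: on library totals 67 of 125 were still lower, with TMM factors of 1.06 to 1.09 in siERH and 0.858 to 1.08 in control libraries. Which scaling is right was not tested. No difference in the total counts of the arms was found without the block (exact permutation p = 0.4), which does not bear on the TMM factors. Within replicate 2, both siERH totals (3106187 and 3244489) were above both control totals (2609929 and 3067481). In replicate 1 the siERH total lay between those of the controls. A hypothesis that weakly folded hairpins are those that fall was not borne out as posed: lower hairpins had a folding energy per nucleotide 0.0213 kcal/mol less negative than hairpins that were not lower, with a permutation p of 0.0963 (Benjamini-Hochberg adjusted 0.154 over 8 such comparisons; n = 112 and 566 with copies collapsed). Lower hairpins were richer in GC by 4.18 percentage points (permutation p = 0.00135, adjusted 0.0054). Given their GC content, they were less stably folded by 0.0342 kcal/mol per nucleotide (permutation p = 0.00446, adjusted 0.0119), but among hairpins of at least 100 CPM the difference was 0.0252 (permutation p = 0.0723, adjusted 0.145). These references include the higher hairpins. Against the 404 hairpins neither lower nor higher, the lower ones differed by 0.00793 kcal/mol per nucleotide (permutation p = 0.538, adjusted 0.538), by 1.09 percentage points of GC (permutation p = 0.394, adjusted 0.45) and by 0.0113 kcal/mol per nucleotide given GC (permutation p = 0.338, adjusted 0.45). No folding or GC feature of the lower hairpins was thus found apart from the higher ones in the reference.

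With copies collapsed, the higher hairpins were poorer in GC than the rest, with a difference of -11.04 percentage points (mean 43.9% ± 11.2, SD, n = 162, against 54.9% ± 11.97, SD, n = 516; permutation p = 1e-05, the smallest the resamples can give). With a GC trend removed, 110 of 184 were still higher, so GC content may account for the calls of the rest but not for all of them. A trend with GC content was also found between the control siRNAs. Spearman's rho of log2 fold change with GC content was -0.36 in siERH against control and -0.25 in K562, for siERH-5 against siGFP. In siControl against siGFP it was -0.23, where the sign depends on which control is the reference. Of the higher hairpins, 58.7% were below the median abundance, so low abundance alone did not mark them, but few were among the most abundant. Among the 194 most abundant hairpins, 51 were lower and 11 higher, with a median log2 fold change of -0.22, against medians of 0.22 to 0.28 in 3 sets of 193 less abundant ones. Spearman's rho of log2 fold change with abundance was -0.22. It was 0.14 for siControl against siGFP, where the sign depends on which control is the reference, so a trend with abundance of the kind found between control siRNAs cannot be ruled out. A fall of abundant hairpins with a relative rise of the others cannot be told apart here from a rise of the others, without a reference outside the miRNAs.

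Members of a cluster changed unequally, yet less so than unrelated hairpins. With 1 copy kept per hairpin name, the median SD of log2 fold changes within 50 clusters was 0.36, against 0.62 for hairpins shuffled over clusters (permutation p = 0.0004), as a change of the whole primary transcript could give in part. Over the 48 clusters measured in both comparisons, it was 0.36 for siERH against control and 0.17 for siControl against siGFP (0.50 and 0.26 when shuffled), so the spread between control siRNAs was smaller over these clusters. Among hairpins of at least 100 CPM, the median SD for siERH against control fell to 0.23 over 26 clusters (0.36 when shuffled, permutation p = 0.0112). The control siRNAs were not compared at that abundance. The log2 ratio of neighbouring members, which scaling cannot move, separated all siERH from all control libraries in 15 of 43 pairs of neighbours of at least 100 CPM among the kept copies (34.9%, against 5.71% by chance), and 13 of these 15 changed in the same direction in K562. With all copies, which share reads, it was 20 of 54 pairs (37.0%), 17 of them in the same direction in K562. With 43 pairs and 35 splits, the smallest adjusted exact permutation p was 0.102 (0.103 with all copies), so no pair passes on its own. Of the 43 pairs, those with a change of at least 1, named after their values were seen, were hsa-mir-192 to hsa-mir-194-2 on chromosome 11 (-2.30), hsa-mir-425 to hsa-mir-191 on chromosome 3 (-1.16) and hsa-mir-660 to hsa-mir-502 on chromosome X (1.07). In K562 these were -1.88, -0.84 and 1.26. With all copies, 7 pairs changed by at least 1, also hsa-mir-16-1 to hsa-mir-15a (1.40), hsa-mir-215 to hsa-mir-194-1 (-1.41), hsa-mir-181b-1 to hsa-mir-181a-1 (-1.11) and hsa-mir-181a-2 to hsa-mir-181b-2 (1.12). The copies of hsa-mir-194, hsa-mir-16, hsa-mir-181a and hsa-mir-181b leave the locus of these changes uncertain.

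The following hairpins were also singled out after their values were seen. hsa-mir-1306 (MIR1306, chromosome 22, 20086058 to 20086142) overlaps an exon of DGCR8, whose product is the RNA-binding partner of DROSHA. It had 759 ± 34.1 CPM (SD, n = 4) in control and 226 ± 11.3 CPM (SD, n = 3) in siERH libraries, a log2 fold change of -1.75 ± 0.16 (edgeR adjusted p = 4.08e-05), -1.75 with the replicate block and -1.05 in K562. hsa-mir-198 (MIR198, chromosome 3, 120395668 to 120395729, overlapping an exon of FSTL1) had 0 to 1 counts in the control libraries and 23 to 67 in the siERH libraries of HEK293E, and 0 counts in both K562 libraries. Its siERH mean was 13.5-fold above the floor of 3 counts (1.08 CPM), with single siERH libraries at 6.53 to 20.4 CPM. hsa-mir-544a had 0 to 1 and 28 to 67 counts, but 2 counts with siGFP and 0 with siERH-5 in K562. Its siERH mean was 11.3-fold above the floor, with single siERH libraries at 7.95 to 20.4 CPM. hsa-mir-1246 had 171 and 131 counts in the siERH-3 libraries and 12 in the single siERH-5 library of HEK293E, against 3 to 17 in the control libraries. In K562 it had 35 counts with siGFP and 137 with siERH-5, so a difference between the siERH siRNAs was not shown. No explanation was tested for these hairpins.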
